A study of Homo sapiens with 42 samples.

How the data were processed

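The study measured chromatin loops in K562, an established human leukemia cell line, before and during treatment with 25 nM PMA (phorbol ester), which induces differentiation toward megakaryocytes. In situ Hi-C ligates DNA ends that lie close together in crosslinked nuclei and reads the joined pairs, so that each read pair is a contact between positions of the genome. The series holds 42 samples: 14 at 0 h, 14 at 6 h and 14 at 72 h. Each time point has 4 biological replicates. Replicates 1 and 2 have 3 technical replicates each, and replicates 3 and 4 have 2 technical replicates that were each sequenced 2 times.

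The authors deposited 1 table of 33914 loops with raw contact counts in 30 columns, 1 for each technical replicate, per the file headers. Each loop is a pair of anchors of 10 kb on the same chromosome, and its count is the number of contacts between these anchors. Loop calling, alignment and the genome build are stated neither in the header nor in the labels. The authors also deposited log2 fold changes of 6 h and 72 h, an adjusted p-value and a class (gained, lost or static). The adjusted p-value was the same in both deposited columns for every loop, so it belongs to 1 test over the time points. How the deposited log2 values were made is not stated in the file headers. Anchor positions, the other kind of value in the table, start from 0 in the deposited columns and are given here counted from 1. All columns of per-sample values were used.

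Technical replicates were summed into 12 libraries, which held between 736929 and 1472197 contacts over all loops. Loops were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), which left 24132 loops and put 9782 aside. The median of the mean counts of the tested loops was 29.25. A single count of 29 has an exact 95% Poisson interval of 19.4 to 41.6, and a count of 10 has one of 4.8 to 18.4. Intervals cover counting error only.

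Counts were fitted with edgeR 4.0.16 in R 4.3.3 (TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in 1 model of the 12 libraries, with no covariate. Normalized counts are contacts scaled to 1000000 contacts in tested loops per library after TMM scaling. Log2 fold changes are those of the edgeR fit, and their standard error is the fold change divided by the root of the test's F. A prior count of 2 was used for log2 counts, such as those of the principal components, and not for the fold changes. Loops that rose are called gained and loops that fell are called lost. A count holds the local background of its pixel as well as the loop, because no background is subtracted. Counts fall with loop length, so a correction for length was an alternative: an offset per library, fitted as a loess curve (span 0.3) on the log10 length. Other alternatives were DESeq2 1.42.0, other scalings and filters, a replicate block, a batch term (replicates 1 and 2 against 3 and 4), technical replicates as libraries, a threshold of 0.01, a fold change of at least 1.5 and leaving out each library in turn.

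The test was tried on simulated counts with the means and library sizes of the 24132 loops and the spread that edgeR fitted. Of 200 loops changed by known folds, edgeR called 57.5% (78% at 2-fold and 37% at 1.5-fold), with 2 false calls among 117. As the spread was edgeR's own, the false calls cannot tell whether it is too small. Far more loops changed at 72 h in the data (8105), which makes the adjusted threshold less strict, so the 37% does not carry over to that comparison. A length trend of 0.5 log2 units per 10-fold length was read as 0.50 without the correction and 0.04 with it, so the correction leaves a small part of such a trend. Comparisons between replicate numbers, which hold no treatment difference, gave edgeR 5.58% and 5.03% of loops at an unadjusted p under 0.05 for the splits that part 1 from 2, and 8.62% for replicates 1 and 2 against 3 and 4. The splits that part 1 from 2 also set replicate 3 against 4, which hardly differed; replicate 1 against 2 alone, added later, gave 8.12%.

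Replicates were compared by a chi-square test of their counts over loops. The 72 h replicates 3 and 4 did not differ beyond the sampling noise (chi-square of 1.003 per degree of freedom, p 0.359), while the other 72 h pairs differed. They were counted as 1 sample in each mean ± SD, and the fits kept them as 2 libraries as planned; fits with them summed were added.

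The change at 6 h as a share of the change at 72 h was taken in replicates 3 and 4 for loops chosen in replicates 1 and 2, and the other way round, so that the choice does not bias the value. Correlations between comparisons that share the 0 h libraries are given beside 20 simulations of unchanged groups. Differences in loop length were tested with 100000 permutations, and shared anchors with 10000 permutations of the directions. Measures of whole libraries were tested with two-sided exact permutation tests in a family of 15, with Benjamini-Hochberg adjustment.

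Gene names come from a RefSeq table of the assembly GRCh38.p14, used for names and neighbours only. To check that its positions fit those of the loops, anchors were shifted: 16.3% of 43806 anchors held an end of a protein-coding gene at a shift of 0, against 12.2% at -100 kb and 12.5% at 100 kb. The table has no strand, so a gene was placed at an anchor when either of its ends lay inside it; the plan had named transcription starts. Of the genes planned for the 3 lists, 2 are not reported here and were left out of every list value after the data were examined; the others were found in the table. The megakaryocyte list was ITGA2B, ITGB3, GP1BA, GP9, PF4, PPBP, THBS1, VWF, CD9, FLI1, RUNX1, MEIS1, ITGA2 and CD36. The AP-1 and immediate early list was FOS, FOSB, FOSL1, FOSL2, JUN, JUNB, JUND, ATF3, EGR1, MAFF and MAFK. The erythroid list was HBG1, HBG2, HBE1, HBA1, HBA2, HBZ, GATA1, KLF1, ALAS2, EPOR, TFRC and SLC4A1. Each list's median was ranked among 10000 random sets of loops matched on mean count. Loops of 1 gene are not independent, so it was also ranked among 10000 random sets of genes with as many tested loops each and a similar mean count.

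Named loops were the 3 largest rises and 3 largest falls at 6 h and at 72 h against 0 h, among loops past the threshold whose 4 libraries of one time all lay above the 4 of the other, and for each list the 3 loops with the smallest p at 72 h. The groups, tests, lists, this rule and the other alternatives were fixed before the data were examined, except that the reported lists lack the 2 genes and use gene ends, so they are not the lists as fixed. Fits with replicates summed, the filter at the loops that carry a deposited fold change, DESeq2's test with edgeR's dispersion trend, DESeq2 without independent filtering, random sets of genes, the ratio of medians, the length correction for shared anchors and gene lists, genes overlapping an anchor, and leaving out libraries for lengths, shared anchors, lists and deposited calls were chosen after seeing the data. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.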

Results

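Contacts between loop anchors were counted by in situ Hi-C in K562 leukemia cells at 0 h, 6 h and 72 h of treatment with PMA, with 4 biological replicates per time point. The table listed 33914 loops on 23 chromosomes, with lengths from 30 kb to 8910 kb and a median of 440 kb. Depth ranged from 849895 to 1472197 contacts per library at 0 h, from 736929 to 1090199 at 6 h and from 988726 to 1181057 at 72 h. The 24132 loops with enough counts for a test held between 94.9% and 96.8% of these contacts. The first principal component of the tested loops carried 31.9% of the variance and separated 72 h from the other times, and the second carried 12.8% and separated 6 h from 0 h. Replicates 3 and 4 of 72 h did not differ beyond the sampling noise and were counted as 1 sample, so that n = 3 at 72 h in the means below.

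The first comparison asked which loops changed early in differentiation. Against 0 h, 1546 of 24132 loops changed at 6 h (edgeR quasi-likelihood test, adjusted p under 0.05), of which 565 were gained and 981 lost. An unadjusted p under 0.05 was reached by 4908 loops. The median log2 fold change was 0.75 over the gained and -0.48 over the lost loops. In 10.7% of the tested loops the 4 libraries of one time all lay above the 4 of the other, where chance gives 2.86%. The count depended on the libraries and the tool: it was 709 without 0 h replicate 1, 868 without 6 h replicate 2, 1001 with the loop length correction and 438 with DESeq2, or 340 without DESeq2's independent filtering. The share of gained loops among those changed was 36.5%; it was 51.3% when libraries were scaled to their total count, 44.8% with the length correction and 19.9% with DESeq2. A fold change of at least 1.5 was reached by 740 of the changed loops, 441 gained and 299 lost, so that 59.6% were gained. With the 72 h replicates 3 and 4 summed, 1506 loops changed, and with replicates 3 and 4 summed at every time point, 1368.

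At 72 h, 8105 loops differed from 0 h, 4024 gained and 4081 lost, with a median log2 fold change of 0.75 in gained and -0.53 in lost loops. A fold change of at least 1.5 was reached by 4629 of them, of which 2963 were gained. The split depended on scaling and filter: 4667 were gained and 3388 lost when libraries were scaled to their total count, and 3916 gained and 4981 lost with no filter on low counts. The libraries of the 2 times did not overlap in 28.3% of the tested loops. DESeq2 called 4977 loops, all of which edgeR also called, and summing the 72 h replicates 3 and 4 gave 7885, or 7777 when replicates 3 and 4 were summed at every time point. Between 6 h and 72 h, 4945 loops changed, 2577 gained and 2368 lost, and DESeq2 called 1979. Over the 3 time points together, 8915 loops changed.

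**Figure D1:**
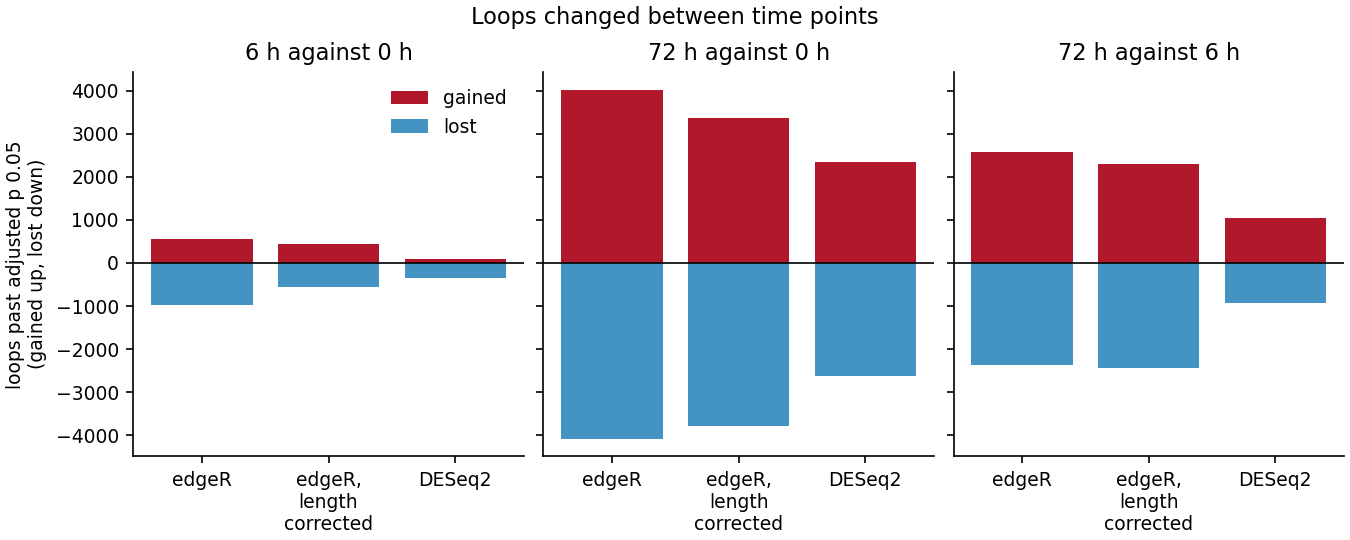
Number of loops past an adjusted p of 0.05 in each comparison (gained above 0, lost below 0) with edgeR, with edgeR after the loop length correction, and with DESeq2. The comparison of 72 h with 0 h had the most calls with each of these, from 8105 with edgeR to 4977 with DESeq2.

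Replicates 1 and 2 differed from 3 and 4 in their number of technical replicates and sequencing runs, so each comparison was repeated within these batches. Replicates 3 and 4 were kept as separate libraries in these fits, although at 72 h they did not differ beyond the sampling noise. The calls within replicates 3 and 4 may therefore rest on a single culture at 72 h, and the same doubt holds at 0 h and 6 h. At 6 h against 0 h, 568 loops changed within replicates 1 and 2 and 231 within replicates 3 and 4. At 72 h against 0 h the numbers were 4950 and 3951, and at 72 h against 6 h they were 2430 and 1663. Of the loops changed at 72 h within replicates 1 and 2, 95.3% had the same direction in replicates 3 and 4; at 6 h it was 95.6%. The log2 fold changes of the batches correlated across loops, which are not independent replicates, with a Spearman coefficient of 0.66 at 72 h and 0.35 at 6 h. A test of the interaction between batch and time called 0 loops at 6 h (1345 at an unadjusted p under 0.05) and 1 at 72 h.

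Of the loops changed at 6 h, 1072 were also changed at 72 h against 0 h, 1068 in the same direction and 4 in opposite directions. At 6 h but not at 72 h, 474 loops were past the threshold, and at 72 h but not at 6 h, 7033; the difference between these times was tested by the comparison of 72 h with 6 h. The log2 fold changes at 6 h and 72 h correlated across loops with a Spearman coefficient of 0.493 and had the same sign in 68.0% of loops. Both comparisons use the same 0 h libraries, and simulated unchanged groups against these gave a coefficient of 0.459 (SD 0.0075 over 20 simulations) and the same sign in 66.1%. With the 0 h replicates divided between the comparisons, where unchanged groups give 0, the coefficient was 0.313 and 0.293.

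In loops gained at 72 h, the change present at 6 h had a median of 24.2% of that at 72 h when measured in replicates 3 and 4, and 28.2% in replicates 1 and 2, with a mean of 26.2% (SD 1.9 over the 6 ways to choose and measure in separate replicates). In lost loops the values were 38.7% and 57.3%, with a mean of 48.0% (SD 6.7). The difference between gained and lost loops was not tested. With the length correction the lost loops gave 38.1% and the gained loops 29.2%.

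The change varied with loop length. The median log2 fold change at 72 h was -0.18 in loops of up to 100 kb, -0.01 in loops of 200 to 400 kb, 0.38 in loops of 800 to 1600 kb and 0.64 in longer ones. Among loops changed at 72 h, 25.5% were gained in the shortest class and 97.0% in the longest. Gained loops had a median length of 340 kb and lost loops 170 kb, a difference of 170 kb (permutation test, p 1e-05, the smallest that 100000 permutations can give). After the length correction the difference was 20 kb (permutation p 0.00462). Lost loops were 160 kb shorter in the median than unchanged loops (median 330 kb, permutation p 1e-05), but when unchanged loops were matched on mean count the difference was -10 kb (permutation p 0.825). Gained loops did not differ from unchanged loops in length in the main fit (10 kb, permutation p 0.275). They were shorter with the length correction (-90 kb, permutation p 1e-05) and at an adjusted p under 0.01 (-20 kb, permutation p 0.013). Counts hold the background of each pixel, and the trend was uneven between loops of different count: in 5 groups of loops ordered by their count at 6 h, the slope of the 72 h change per 10-fold length was 0.46 in the lowest group, -0.01 in the middle and 0.10 in the highest.

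**Figure D2:**
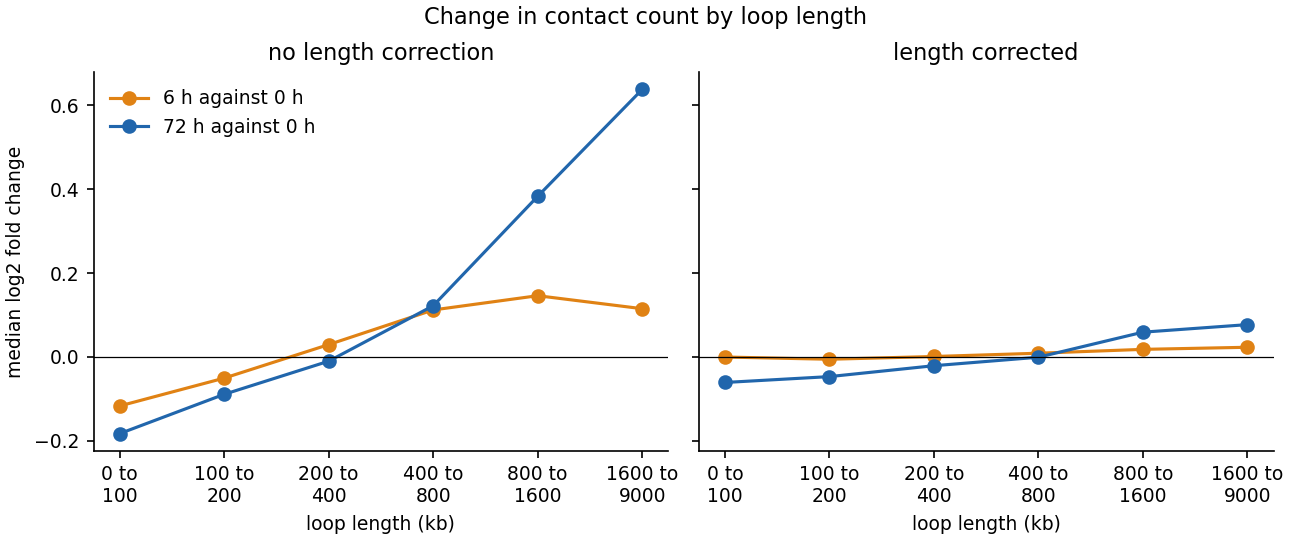
Median log2 fold change of the tested loops (y axis) in classes of loop length in kb (x axis), at 6 h and 72 h against 0 h, without and with the length correction. At 72 h the median rose from -0.18 in the shortest to 0.64 in the longest class without the correction, and from -0.06 to 0.08 with it.

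Loops of 1 Mb or more held 3.34% ± 0.18 of contacts at 0 h (SD, n = 4), 3.88% ± 0.25 at 6 h (SD, n = 4) and 4.85% ± 0.18 at 72 h (SD, n = 3). All 72 h libraries, at 4.69% to 5.04%, lay above all 0 h libraries, at 3.19% to 3.56%. The exact permutation test gave p 0.0286 for 6 h against 0 h (adjusted 0.0779) and p 0.0571 for 72 h against 0 h (adjusted 0.0779), which is the smallest that 4 against 3 samples allow. Loops of 200 kb or less held 57.5% ± 0.85 at 0 h (SD, n = 4), 54.7% ± 1.1 at 6 h (SD, n = 4) and 54.0% ± 0.84 at 72 h (SD, n = 3), and 6 h and 72 h were not distinguishable (exact permutation p 0.4).

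**Figure D3:**
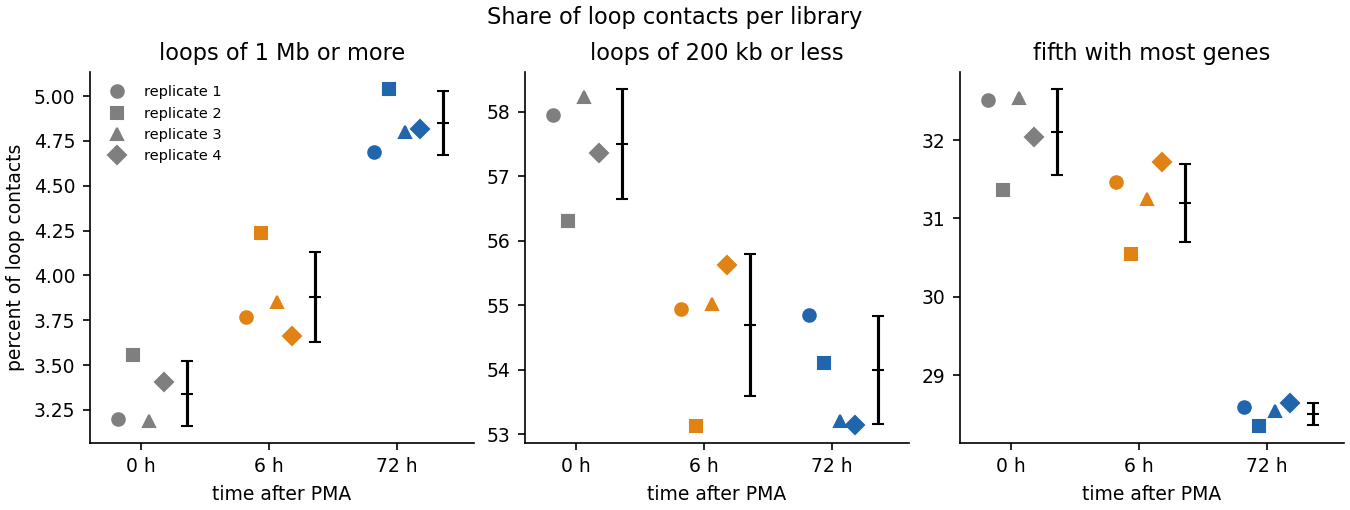
Percent of loop contacts per library (y axis) in loops of 1 Mb or more, in loops of 200 kb or less, and, among tested loops, in the fifth with the highest density of genes, by time after PMA. Symbols are biological replicates, and black bars are the mean ± SD with 72 h replicates 3 and 4 counted as 1; the y axes do not start at 0. In the first panel the 72 h libraries sit between 4.69% and 5.04%, above all others.

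Changed loops that share an anchor mostly changed in the same direction at 72 h. Of 3181 such pairs, 86.7% had the same direction, against 50% on average and 53.1% at most when directions were permuted (permutation p 0.0001, the smallest that 10000 permutations can give). With the length correction it was 84.5% of 2529 pairs.

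Loops at genes of 3 lists were examined at 72 h. Of 11 tested loops at 6 of the 14 megakaryocyte genes, 6 changed (5 gained, 1 lost), or 8 adjusted over the list alone, and the median log2 fold change of 0.34 ranked at the 97.9 percentile of random sets of loops matched on count. As up to 4 of these loops were at 1 gene, random sets of genes with as many loops each were also drawn, and the median ranked at their 99.3 percentile. Without 72 h replicate 2, 4 of these loops changed. Of 13 loops at 7 of the 11 AP-1 and immediate early genes, 5 changed (2 gained, 3 lost), also 5 adjusted over the list alone, and the median of -0.05 ranked at the 67.0 percentile of loop sets and the 85.9 percentile of gene sets. All 4 loops at 5 of the 12 erythroid genes fell and passed the threshold, also 4 adjusted over the list alone; the median of -0.40 ranked at the 10.9 percentile of loop sets and the 16.3 percentile of gene sets. With gene ends within 10 kb of the anchor all 8 erythroid loops were lost, at the 3.12 percentile, and with any part of the gene over the anchor all 6 were lost, at the 5.3 percentile. With the length correction 2 of the 4 erythroid loops changed, or 4 adjusted over the list alone, and the median of -0.24 ranked at the 24.9 percentile.

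Single loops were chosen by a rule fixed in advance, with normalized counts in contacts scaled to 1000000 per library. Positions are those of the table, whose coordinates were matched to GRCh38. The loop with the largest rise at 72 h, loop24597 on chromosome 12, joined anchors at 114660001 to 114670000 and 115390001 to 115400000, neither with the end of a protein-coding gene. Its normalized count was 9.77 ± 3.4 at 0 h (SD, n = 4), 15.2 ± 7.4 at 6 h (SD, n = 4) and 57.8 ± 11 at 72 h (SD, n = 3), a log2 fold change of 2.45 (SE 0.22, edgeR adjusted p 1.8e-19). On chromosome 8, loop17880 had anchors starting at 72310001 and 73660001. It had at most 3 raw contacts in each 0 h library, and from 11 to 16 at 72 h. With counts this low the size of its log2 fold change, 2.43 (SE 0.45, edgeR adjusted p 6.7e-06), is uncertain. With the length correction it was 2.0. On chromosome 16, loop28744 had anchors starting at 47460001 and 48150001. This loop, with ends of ITFG1 and PHKB in one anchor and of ABCC12 in the other, rose by a log2 fold change of 1.68 at 6 h (edgeR adjusted p 0.017) and 2.31 at 72 h (edgeR adjusted p 3.3e-06). The 6 h change of this loop was past the threshold with all libraries, but not without 0 h replicate 4 (adjusted p 0.0598), 6 h replicate 1 (0.0711) or 6 h replicate 4 (0.0528).

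The largest falls at 72 h were loop29730 and loop29702 on chromosome 17 and loop19445 on chromosome 9. The normalized count of loop29730, with anchors at 47360001 to 47370000 and 47760001 to 47770000, was 24.6 ± 1.0 at 0 h (SD, n = 4), 22.7 ± 8.0 at 6 h (SD, n = 4) and 7.4 ± 4.0 at 72 h (SD, n = 3), a log2 fold change of -1.93 (edgeR adjusted p 2.7e-08). For loop29702, with anchors starting at 45210001 and 45630001, it was 34.8 ± 5.0 at 0 h, 14 ± 1.9 at 6 h and 9.42 ± 3.0 at 72 h, with log2 fold changes of -1.34 at 6 h and -1.87 at 72 h. For loop19445, with anchors starting at 87330001 and 87810001, the log2 fold change was -1.91. At 6 h the largest rises were loop12585 on chromosome 5 (1.95), with ends of PCDHGA9 and PCDHGB6 in an anchor, and loop13324 on chromosome 6 (1.77). Their anchors started at 141400001 and 141960001, and at 13900001 and 15620001. The other falls at 6 h were loop26593 on chromosome 14 (-1.32), with an end of ARHGAP5 in an anchor, and loop7790 on chromosome 3 (-1.23). Their anchors started at 32070001 and 32470001, and at 178440001 and 178700001. The adjusted p of loop7790 was 0.038 and rose to 0.152 without 0 h replicate 1; it was also above 0.05 without 0 h replicate 4 (0.0777), 6 h replicate 1 (0.0521), 6 h replicate 2 (0.0904) or 6 h replicate 4 (0.116). For the 6 changes named at 6 h, DESeq2 gave no adjusted p with its independent filtering. Without that filtering loop12585, loop13324 and loop29702 passed the threshold with DESeq2, and loop28744 (DESeq2 adjusted p 0.0995), loop26593 (0.0855) and loop7790 (0.18) did not.

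Among the loops of the lists, loop11295 on chromosome 5 had ends of ITGA2 and MOCS2 in the anchor at 53090001 to 53100000; the other anchor started at 52940001. It had a normalized count of 34.7 ± 5.0 at 0 h (SD, n = 4), 61.7 ± 11 at 6 h (SD, n = 4) and 89.1 ± 3.6 at 72 h (SD, n = 3), a log2 fold change of 1.31 (edgeR adjusted p 4.9e-14). The loop at THBS1, loop27668 on chromosome 15, rose by 0.75 (edgeR adjusted p 6.2e-06), while loop29727 at ITGB3 on chromosome 17 had a log2 fold change of -0.92 (edgeR adjusted p 2.8e-12). At JUND on chromosome 19, loop30780 (-0.87) and loop30781 (-0.46) fell, and loop675 at JUN on chromosome 1 rose (0.58). The erythroid loops with the smallest p were loop21321 at HBG2 on chromosome 11 (-0.44), loop30700 at KLF1 on chromosome 19 (-0.41) and loop28358 at HBA1 and HBA2 on chromosome 16 (-0.40). Some anchors also held ends of genes outside the lists: LOC124903470 for loop27668, IQCN and SSBP4 for loop30780, and LSM4 for loop30781. For loop30700 these were DNASE2, CALR and FARSA. The anchors started at 39390001 and 39580001 for loop27668, 47230001 and 47310001 for loop29727, 18270001 and 18400001 for loop30780, 18280001 and 18320001 for loop30781 and 58780001 and 58850001 for loop675. They started at 5250001 and 5280001 for loop21321, 12880001 and 12930001 for loop30700 and 100001 and 170001 for loop28358. With the length correction loop21321, of 30 kb, was no longer past the threshold (adjusted p 0.098).

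**Figure D4:**
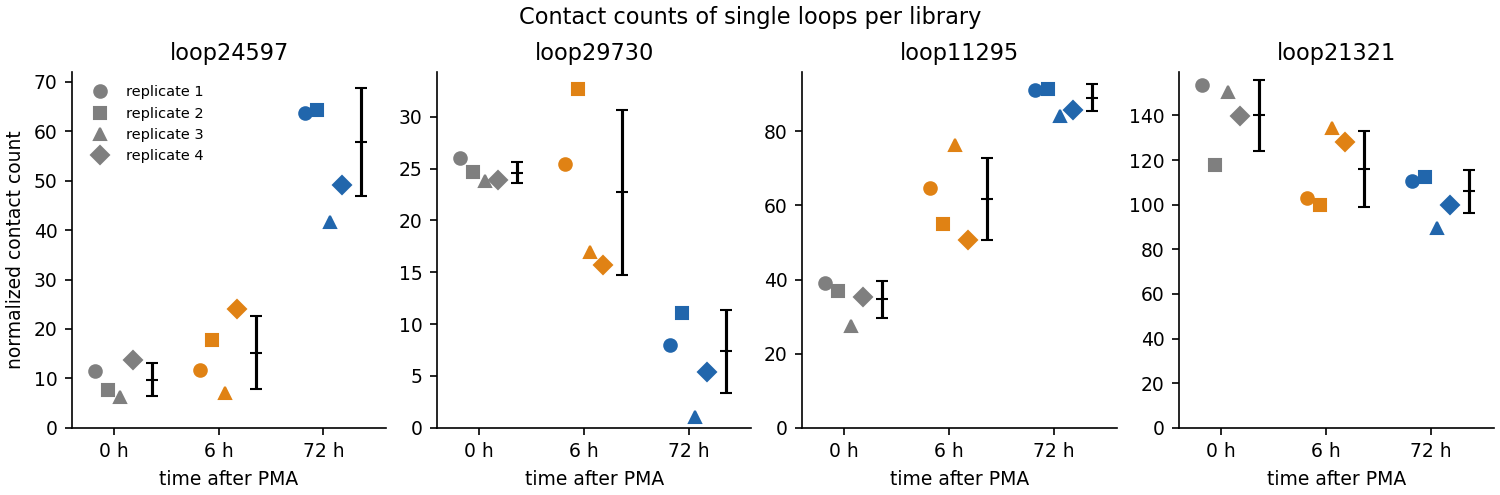
Normalized contact counts per library (y axis, contacts scaled to 1000000 per library) of loop24597, loop29730, loop11295 and loop21321 by time after PMA. Symbols are biological replicates, and black bars are the mean ± SD with 72 h replicates 3 and 4 counted as 1. The 72 h libraries of loop24597 all lie above those of 0 h, and those of loop29730 all lie below.

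In the authors' deposited table, 1000 loops were called gained, 503 lost and 32411 static. Its log2 fold changes were filled for 19454 loops, which were those with a median count of 5.5 or more over the columns. All 2761 loops with a deposited adjusted p under 0.05 in the authors' deposited table were past the threshold over the 3 time points here. Of the loops with a deposited adjusted p, 7578 were called here. Both sets of calls rest on the same libraries, so the overlap with this larger set is not independent support. The deposited adjusted p and the DESeq2 p over all times correlated across loops with a Spearman coefficient of 0.989. DESeq2 called fewer loops over all times than edgeR (4821 against 8915). All 1503 gained or lost loops of the authors' deposited table had an adjusted p under 0.05 and a fold change above 1.5 at either time. The deposited and recomputed log2 fold changes in the authors' deposited table correlated across loops with a Spearman coefficient of 0.99 at 72 h and 0.962 at 6 h, and the deposited values had the smaller SD (0.11 against 0.29 at 6 h).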

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

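The tests of loop length for untested loops, of changes that return, and of single libraries were written before their results were seen, but the level that noise of shared libraries gives (33.3%) was worked out afterwards.

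One library lay far from the others of its group: the normalized count of loop19445 at 0 h was 24.68 in replicate 2, against 13.8 to 15.21 in the other replicates. Of 50 groups of 4 examined, 1 was found and 2.5 were expected by chance. No biological explanation was tested.

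The changes at 6 h and 72 h differed in 228 loops, which changed by 6 h and changed back from 6 h to 72 h (146 rose first and 82 fell first). Both comparisons use the 6 h libraries, so chance errors of these libraries alone could give such loops. Of 385 loops chosen in one pair of replicates (1 and 2, or 3 and 4), 75.8% kept both directions in the other pair (Wilson 95% interval 71.3% to 79.9%). Noise of the shared 6 h libraries alone gives 33.3%, and 44.7% of all tested loops kept both directions, which argues against such noise as the whole cause. The loops are not independent, so the interval covers counting error only. A short-lived response to PMA remains a hypothesis; it was found and tested on the same data.

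The loops left out of the test for low counts took 4.78% ± 0.26 of contacts at 72 h (SD, n = 3), against 3.47% ± 0.30 at 0 h (SD, n = 4; exact permutation p 0.0571, the smallest this design allows). These loops are long, with a median of 1260 kb against 290 kb for tested loops, and long loops rose. Within classes of equal length the log2 ratio of untested to tested contacts was still 0.132 higher at 72 h, with an exact permutation p of 0.229, so loop length and a rise of weak loops cannot be told apart with these few samples.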

How the results depend on the processing

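DESeq2 called 438 loops at 6 h against 0 h, 4977 at 72 h against 0 h, 1979 at 72 h against 6 h and 4821 over all times, against 1546, 8105, 4945 and 8915 with edgeR; without independent filtering it called 340 at 6 h and the same 4977, 1979 and 4821 in the others. An adjusted p under 0.01 left 545, 5210, 2421 and 5525, and a fold change of at least 1.5 left 740, 4629 and 3032, by construction. The length correction gave 1001 at 6 h against 0 h, of which 857 were called without it; the cause was not tested. Without 1 library at a time, counts ran from 709 to 1556 at 6 h against 0 h, with the lowest without 0 h replicate 1 (868 without 6 h replicate 2), from 6554 to 8477 at 72 h against 0 h, from 3676 to 5115 at 72 h against 6 h and from 7609 to 8844 over all times. Other scalings and filters, the batch term, technical replicates as libraries and summed replicates stayed within 1.5 times; replicates 3 and 4 summed at every time point gave 1368, 7777, 4458 and 8408.

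Of 12 correlations between libraries of the same replicate number, 1 was over 0.1. All 12 were positive, with a range of 0.0146 to 0.124, and those between different numbers ran from -0.0738 to 0.0441. Most of the spread between replicates was sampling noise (chi-square per degree of freedom of 1.124 at 0 h, 1.146 at 6 h and 1.109 at 72 h). Such noise keeps these correlations small, so they cannot show that the pairing is weak. The fit with a replicate block called 1938, 8560, 5472 and 9589 loops, and with the length correction as well 1436, 7674, 5323 and 8667.

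The correlation of the 6 h and 72 h changes was 0.534 in loops with a mean count of at least 20, and 0.313 and 0.293 with divided controls, which removes the shared part by construction. It ran from 0.434 to 0.536 without 1 library. The share of the change present at 6 h in gained loops was 29.2% with the length correction, 24.1% as a ratio of medians and 28.2% for the split of replicates 1 and 4 against 2 and 3; in lost loops it was 38.1% with the length correction. The cause was not tested. This share was not computed without single libraries, since it is measured in 2 replicates at a time.

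Gained loops were 90 kb shorter than unchanged loops in the median with the length correction (-90, permutation p 1e-05). They were 20 kb shorter at an adjusted p under 0.01 (-20, permutation p 0.013). Both are the reverse of the 10 kb reported, which did not pass p 0.05. Without 1 library the difference ran from 0 to 20 kb. It passed p 0.05 without 6 h replicate 1, 6 h replicate 3 or 72 h replicate 1. Lost loops differed from unchanged loops by -10 kb when matched on mean count, which shows that their length difference goes with count; without 1 library the difference ran from -180 to -160 kb. Gained against lost ran from 160 to 190 kb, and the share of pairs with the same direction from 85.7% to 89.2%.

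With gene ends within 10 kb of the anchor, 15 megakaryocyte and 8 erythroid loops changed, and with any part of the gene over the anchor 15 and 6, because more loops were counted. With the length correction 2 erythroid loops changed, or 4 adjusted over the list alone. Without 1 library the lists gave 4 to 8 megakaryocyte, 4 to 5 AP-1 and 4 erythroid loops. Of the deposited calls, 1503 had a fold change of at least 1.5, and 2756 to 2761 were past the threshold without 1 library. Over 21 named changes, 304 of 309 values in other settings kept direction and side of the threshold and 5 were weaker. These were loop21321 with the length correction, with and without the block, and loop28744, loop26593 and loop7790 at 6 h with DESeq2 without independent filtering. A further 27 values were missing: 6 for DESeq2, all of the changes named at 6 h, as its filtering gave no adjusted p, and the rest where a filter left the loop out. Without 1 library, 244 of 252 values kept direction and side and 8 were weaker, all for loop28744 and loop7790 at 6 h.

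Depth limits single loops: at a count of 29, sampling alone gives an SD of 18.6%. The simulated 1.5-fold changes were called in 37%, with edgeR's spread and only 200 loops changed.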

Other observations

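The tests of the background, of DESeq2's dispersion and of replicate 1 against 2 alone, and those of the gene lists against loop length, were chosen after the results were seen; the others were written before.

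Of the 35 splits of the 8 libraries in each pairwise comparison, 1 gave as many loops as the real one, the real split itself, at 6 h against 0 h, at 72 h against 0 h and at 72 h against 6 h. The next highest counts were 21, 0 and 0. Over 100 drawn splits of the 12 libraries, 1 gave as many as the 8915 loops of the real one. The next highest, with 4 libraries moved, gave 4788. Each split other than the real one mixes time points within a group, which widens the spread. The low counts therefore do not measure the false calls of edgeR.

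Long loops rose and short loops fell at 72 h. A rise of contacts that is spread evenly over all pixels would raise loops of low count, and long loops have low counts. In 5 groups of loops ordered by count at 6 h the slope on length was 0.463 in the group of lowest count and 0.118 in the next (bootstrap SD 0.034 and 0.032). It was -0.00883 and -0.00774 in the following groups (bootstrap SD 0.027 and 0.022), and 0.0962 in the highest (bootstrap SD 0.016). The trend was not present at every count, but it was also seen at the highest counts. Such a background therefore cannot be told apart from a change of long loops. One library alone was not the cause: the lowest 72 h library had 4.688% of contacts in loops of 1 Mb or more, above the highest at 0 h, 3.555%.

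edgeR called more loops than DESeq2. With edgeR's dispersion trend, DESeq2's test called 8240 loops at 72 h against 0 h, near edgeR's 8105, so the difference may lie in the dispersion. The median coefficient of variation beyond the sampling noise was 0.162 in DESeq2's trend and 0.0561 in edgeR's trend. DESeq2's values for single loops had a median of 0.151. Too small a spread in edgeR would give many loops between replicate numbers. The 5.58% at an unadjusted p under 0.05 in splits that part 1 from 2 cannot tell, since these also set replicate 3 against 4. Replicate 1 against 2 alone gave 8.12%, and 1 and 2 against 3 and 4 gave 8.62%. This may come from too small a spread in edgeR, in which case its counts are too high, or from a lasting difference between these cultures. DESeq2 gave 1.55% and 1.43% for the splits that part 1 from 2, and 3.06% for 1 and 2 against 3 and 4. These are fewer loops than chance gives at an unadjusted p under 0.05. Too large a spread in DESeq2 may therefore add to the gap. The likeness of 3 and 4 was not the whole cause of the gap to DESeq2, as edgeR still called 7777 loops at 72 h against 0 h with them summed at every time point.

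Loops in regions dense in genes fell at 72 h. After the length correction the median log2 fold change went from 0.15 in the fifth with the fewest genes to -0.19 in the fifth with the most, with a Spearman coefficient of -0.264 across loops, which are not independent, so loop length was not the whole cause. The slopes of single libraries did not overlap: the highest at 72 h was -0.314 and the lowest at 0 h 0.0919. Across 23 chromosomes the coefficient was -0.747, with the lowest medians on chromosomes 19 and 17. Base composition goes with gene density and cannot be told apart from it, since no genome sequence was used here.

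Loops with overlapping spans and anchors over 50 kb apart changed together, with a Spearman coefficient of 0.136 over 28676 pairs, against 0.0167 for pairs of the same chromosome that do not overlap. A regional change in contacts may add to the change of single loops. Gene density was not the whole cause, as 0.0898 was left after the mean change at equal gene density was taken out.

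Replicates 3 and 4 were more alike than 1 and 2. Columns of different cultures 3 and 4 had a median chi-square of 1.013 per degree of freedom, near the 1.011 of technical replicates of one culture, and for cultures 1 and 2 the values were 1.048 and 1.029. By time, the values across cultures 3 and 4 and within one of them were 1.02 and 1.028 at 0 h, 1.028 and 1.028 at 6 h and 1.003 and 1.007 at 72 h. This is consistent with a shared culture or library under both numbers at each time. The doubt that made n = 3 at 72 h therefore also holds for n = 4 at 0 h and 6 h, where p values of 0.0205 and 0.00589 do not show separate cultures. With replicates 3 and 4 summed at every time point, 1368, 7777, 4458 and 8408 loops changed, against 1546, 8105, 4945 and 8915. The labels call them separate replicates, and no biological explanation was tested.

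Loops of the megakaryocyte list kept a median log2 fold change of 0.421 after the length correction, at the 99.6 percentile of random sets of loops and the 99.7 percentile of random sets of genes with as many loops each, so length was not the whole cause of their rise. The median over the 6 genes was lower, 0.278 without the correction and 0.22 with it. With the correction 5 loops of this list changed (4 gained, 1 lost), against 6 without it. The erythroid list was at -0.238, the 24.9 and 30 percentile, so with 4 loops its fall cannot be told apart from the fall of short loops. The random sets were matched on count, not on gene density or region, which also went with the change at 72 h. Whether the region of these genes explains their rank was not tested. That the rise of the megakaryocyte loops follows the change of cell identity remains a hypothesis.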
